# Defining the Influence of the A12.2 Subunit on Transcription Elongation and Termination by RNA Polymerase I In Vivo

**DOI:** 10.3390/genes12121939

**Published:** 2021-11-30

**Authors:** Andrew M. Clarke, Abigail K. Huffines, Yvonne J. K. Edwards, Chad M. Petit, David A. Schneider

**Keywords:** RNA polymerase I, RNA synthesis, rRNA, transcription termination, transcription elongation, NET-seq

## Abstract

*Saccharomyces cerevisiae* has approximately 200 copies of the 35S rDNA gene, arranged tandemly on chromosome XII. This gene is transcribed by RNA polymerase I (Pol I) and the 35S rRNA transcript is processed to produce three of the four rRNAs required for ribosome biogenesis. An intergenic spacer (IGS) separates each copy of the 35S gene and contains the 5S rDNA gene, the origin of DNA replication, and the promoter for the adjacent 35S gene. Pol I is a 14-subunit enzyme responsible for the majority of rRNA synthesis, thereby sustaining normal cellular function and growth. The A12.2 subunit of Pol I plays a crucial role in cleavage, termination, and nucleotide addition during transcription. Deletion of this subunit causes alteration of nucleotide addition kinetics and read-through of transcription termination sites. To interrogate both of these phenomena, we performed native elongating transcript sequencing (NET-seq) with an *rpa12Δ* strain of *S. cerevisiae* and evaluated the resultant change in Pol I occupancy across the 35S gene and the IGS. Compared to wild-type (WT), we observed template sequence-specific changes in Pol I occupancy throughout the 35S gene. We also observed *rpa12Δ* Pol I occupancy downstream of both termination sites and throughout most of the IGS, including the 5S gene. Relative occupancy of *rpa12Δ* Pol I increased upstream of the promoter-proximal Reb1 binding site and dropped significantly downstream, implicating this site as a third terminator for Pol I transcription. Collectively, these high-resolution results indicate that the A12.2 subunit of Pol I plays an important role in transcription elongation and termination.

## 1. Introduction

Ribosome biogenesis in *S. cerevisiae* (yeast) begins with transcription of the 35S gene by RNA polymerase I (Pol I) to synthesize the 35S ribosomal RNA (rRNA). The 35S rRNA is then co- and post-transcriptionally cleaved to produce the 18S, 5.8S, and 25S rRNAs (Figure 1). These rRNAs, along with the 5S rRNA synthesized by RNA polymerase III, form the RNA backbone of ribosomes. Rapidly dividing yeast cells have a tremendous demand for ribosomes. This is reflected by the fact that more than 60% of cellular transcription is devoted to rRNA synthesis [1].

Yeast have approximately 200 copies of the 35S gene to accommodate this demand, arranged tandemly on chromosome XII [1]. Half of these copies are transcriptionally active, with each actively transcribed copy being host to approximately 50 Pol I transcription elongation complexes (ECs) [2]. In between each rDNA copy is an intergenic spacer (IGS) consisting of the 5S gene flanked by intergenic spacers 1 and 2 (IGS 1 and IGS 2). As shown in Figure 1, the IGS 1 and IGS 2 regions contain many features that are important for transcription termination as well as the reduction in collisions between transcription and replication machineries. 

Early studies identified two sites of Pol I transcription termination [3]. The first site (referred to as T1) is 91 base pairs downstream of the mature end of the 25S rRNA and represents the main site of Pol I transcription termination [4]. T1 lies at the end of a 20 bp tract of A/T-rich rDNA. The binding site for the yeast DNA binding protein Reb1 is located downstream of this A/T-rich sequence. In combination with Reb1, these two sequence elements are sufficient to terminate Pol I transcription in vitro [5]. An early model proposed that the mechanism of termination by Pol I consisted of a Reb1-mediated “pause” followed by “release” of the nascent transcript due to the A-rich template DNA tract [6]. Previous studies identified that murine transcription termination factor I (mTTF-I) could also terminate yeast Pol I transcription in vitro [7]. Extensive sequence similarity between mTTF-I and Reb1 supports this mechanism and establish the possibility of a universally conserved mechanism of Pol I transcription termination in all eukaryotes [8]. However, the mechanism of Pol I termination in yeast is likely much more complicated than these original models suggest. Some recent studies have cast doubt on Reb1′s role in yeast Pol I termination [9,10], while others have implicated a host of new factors in Pol I termination including RNase III Rnt1 [4] and 5′ exonuclease Rat1 [11]. Additionally, a Reb1 homolog, Nsi1, was found to be required for efficient Pol I termination in vivo [10], in contrast to Reb1 [9]. 

Interestingly, Reb1 is also implicated in the initiation and termination of transcription by Pol II in yeast. Reb1 binding at sites within a subset of Pol II promoters is required for the formation of nucleosome-free regions (NFRs), thereby allowing transcription of those genes [12,13]. Reb1 binding to sites downstream of Pol II genes has also been shown to pause Pol II transcription in vivo in a polar manner, prompting ubiquitination and subsequent Pol II transcription termination [14], similar to its originally suggested role in Pol I transcription. 

The current model for Pol I termination at T1 is similar to the “torpedo” model for Pol II termination [9,10]. Pol I transcribes to position +91 downstream of the mature end of the 25S rRNA and halts upstream of the binding site for Nsi1. Concurrently, Rnt1 recognizes a stem-loop formed in the nascent RNA transcript just downstream of the 25S end, and cleaves between positions +14/+15 and positions +49/+50 [15]. This cleavage produces a 5′ monophosphate terminus on the nascent transcript, which is the appropriate substrate for the Rat1 exonuclease [16]. As in Pol II termination, Rat1 is proposed to be the “release factor” for Pol I, so that termination occurs when Rat1 reaches the stalled Pol I EC [11]. However, no mechanism has been put forward describing how this release occurs. Termination at the “failsafe” site downstream of T1 (known as T2) is less well-studied, although it has been shown to involve RFB region binding proteins Fob1 and Rat1 [11]. Previous work also suggests an additional potential termination site, Tp, adjacent to the promoter-proximal binding site for Reb1 [3,17]. 

One of the known Pol I subunits involved in both intrinsic RNA cleavage [18] and transcription termination [19] is Rpa12 (A12.2). This subunit is homologous to Rpb9 in Pol II and Rpc11 in Pol III. The C-terminal domain of A12.2 also bears homology to Pol II cleavage factor TFIIS [20]. *rpa12Δ* strains grow very slowly compared to wild-type (WT) at 30 °C [21] and are deficient in Pol I transcription termination, demonstrated by Miller chromatin spreads [19]. Structural studies of the interaction between the Reb1 and Pol I ECs in *Schizosaccharomyces pombe* revealed that protein-protein interactions between Reb1 and the A12.2 subunit are specifically required for transcriptional arrest and termination of Pol I ECs [22]. This observation may explain the previously identified orientation dependence in Reb1 transcriptional arrest activity with respect to *S. pombe* Pol I [23] and *S. cerevisiae* Pol II [14]. In addition to its roles in cleavage and termination, recent work from our lab demonstrated that A12.2 also affects the stability of the Pol I EC [24] and is directly involved in nucleotide addition by Pol I [24,25,26]. 

Many biochemical and structural analyses have implicated A12.2 in a myriad of activities. Here, we use native elongating transcript sequencing (NET-seq) to investigate how deletion of this subunit influences Pol I activity in vivo. This technique allows us to reproducibly determine Pol I occupancy with single-nucleotide resolution, providing detailed insight into Pol I transcription elongation properties in living cells [27,28,29]. Upon deletion of *RPA12*, we observed re-ordering of median polymerase occupancy throughout the 35S gene, favoring the 5′ end of the template. Furthermore, we identified robust changes in Pol I occupancy in response to the rDNA template sequence between the WT and *rpa12Δ* strains, confirming that A12.2 affects Pol I nucleotide addition in vivo. Our experiments also demonstrated that the *rpa12Δ* strain is termination deficient in vivo, with significant *rpa12Δ* Pol I occupancy observed throughout the IGS. Strikingly, *rpa12Δ* Pol I occupancy increases dramatically directly upstream of the promoter-proximal Reb1 binding site, indicating that the *rpa12Δ* Pol I EC is paused or halted stably at this site. These findings provide insight into A12.2′s role in growing cells and pose intriguing new questions about Pol I termination and the conserved genomic architecture of the IGS. 

## 2. Materials and Methods

### 2.1. Native Elongating Transcript Sequencing (NET-seq) Library Preparation and Sequencing

NET-seq library generation was performed exactly as previously described using the original HA-tagged Rpa135 *S. cerevisiae* strain [27] and a derivative of this strain carrying a full deletion of *RPA12*. In brief, early log-phase cultures were collected via filtration, then flash-frozen in liquid nitrogen and cryogenically lysed by a mixer mill. Pol I elongation complexes were isolated via immunoprecipitation with anti-HA magnetic beads. Associated RNA transcripts were isolated using an acidic phenol-chloroform extraction. The RNA transcripts were 3′ appended with a DNA linker and reverse transcribed to produce complementary DNAs (cDNAs). The cDNAs were circularized and amplified by PCR to produce high-throughput sequencing libraries. Finally, these libraries were sequenced as previously described [27].

### 2.2. NET-seq Data Formatting and Analysis

Sequencing trimming, alignment, and data formatting were performed as previously described [27]. Unix scripts are available upon request. Data can be accessed via the Gene Expression Omnibus database with the accession number GSE142457.

Data analyses methods in R (version 4.0.2) were based on previous literature [28]. In brief, the three replicates for the WT and *rpa12Δ* yeast strains were aggregated. To generate Figures, the counts were normalized to the sum of all signals on the positive strand of the 35S gene (corresponding to negative strand RNA transcripts). Analyses were performed using the following packages: R (version 4.0.2) [30], dplyr (version 1.0.2) [31], plyr (version 1.8.6) [32], ggplot2 (version 3.3.2) [33], ggseqlogo (version 0.1) [34], ggpubr (version 0.2.5) [35], cowplot (version 1.1.1) [36], matrixStats (version 0.58.0) [37], hexbin (version 1.28.1), tweedie (version 2.3.3), statmod (version 1.4.35), magritter (version 1.5), tidyr (version 1.1.2), seqinr (version 3.6-1), zoo (version 1.8-8), and scales (version. 1.1.1) [38]. The DiffLogo software package (version 2.14.0) [39] was used to generate Figure 2. R scripts are available upon request.

## 3. Results

### 3.1. WT and rpa12Δ NET-seq Libraries Are Highly Reproducible

NET-seq was first developed to investigate the occupancy of Pol II at single-nucleotide resolution in vivo [40]. We recently optimized this technique to map Pol I occupancy [27,28,29]. To establish NET-seq as a reliable tool to investigate Pol I occupancy in vivo, we first determined if the results were reproducible. Therefore, we performed NET-seq in triplicate on WT and *rpa12Δ* yeast strains bearing HA-tagged Pol I as previously described [27]. 

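NET-seq maps the 3′ end of the nascent RNA held in each Pol I elongation complex, here after immunoprecipitation through an HA tag on the Rpa135 subunit. The authors deposited the aligned reads of 6 libraries, 3 from the WT strain and 3 from the *rpa12Δ* strain, with the start, end, strand and mapping quality score of every read. The paper's text names neither the aligner nor the genome build, and the read positions fit the chromosome lengths of the R64 build of *S. cerevisiae*. The WT libraries held 6755222, 5234478 and 4344302 reads in replicates 1 to 3, and the *rpa12Δ* libraries held 14634449, 13588526 and 13609990. The median read length was 28 to 30 nt. A mapping quality of 0, as for reads that fit more than 1 place, was given to 77.6 to 80.1% of the WT reads and 70.5 to 71.8% of the *rpa12Δ* reads. R64 holds 2 copies of the 35S gene on chromosome XII, with further parts of the repeat beside them, and the reads of all copies were summed on a single repeat of 9137 nt. Position 1 is the 35S transcription start site at 467569, and T1, at position 6739, lies at 460831. The 5′ end of each read on the positive strand was counted as the 3′ end of a nascent 35S transcript. Occupancy was then expressed in RPM, here read ends per 1000000 of the same library's read ends from position 1 to T1. These sums were 4991635, 3721696 and 3109284 read ends in WT and 9494951, 8607487 and 8605602 in *rpa12Δ*, so that 1 read end equals 0.200 to 0.322 RPM in WT and 0.105 to 0.116 in *rpa12Δ*. Only 4.67 to 7.11% of the 35S read ends in WT and 3.19 to 3.38% in *rpa12Δ* came from distinct intervals, and PCR copies are not independent molecules, so limits derived from counts cover counting error only. A position can hold only as many distinct intervals as there are read lengths, so these shares do not measure the share of PCR copies. Differences between strains were tested with limma on log2(occupancy + 1 RPM), with Benjamini-Hochberg adjustment and a threshold of 0.05, and single positions were tested where the mean occupancy was at least 10 RPM. The exact two-sided permutation test of 3 libraries against 3 gives no p below 0.1. *RPA12* (YJR063W, chromosome X, 555195 to 555572) was covered by 8, 9 and 4 reads in WT and by 0, 0 and 1 in *rpa12Δ*, where a count of 0 allows up to 3.69 reads (exact 95% Poisson interval). Reads outside the rDNA made up 26.2% ± 1.43 (SD, n = 3) of the WT libraries and 34.1% ± 0.760 (SD, n = 3) of the *rpa12Δ* libraries.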

The resultant reads were mapped to the 35S gene (Figure 3A for WT and 2C for *rpa12Δ*). The amplitude at each position corresponds to the number of polymerases mapped to that position, representing a snapshot of Pol I occupancy. The counts were normalized to the sum of Pol I occupancy from the 35S transcription start site (position 1) to the first termination site (position 6739). To determine the reproducibility among replicates of the same strain, the Spearman correlation test was deployed (Figure 3B for WT and 3D for *rpa12Δ*). This test ranks the peaks displayed in Figure 3A,C from highest to lowest for two replicates, compares those rankings, and generates a resultant coefficient value. This value indicates correlation similarity between replicates, where 1 represents 100% similarity. Therefore, values that are very close to 1 demonstrate that replicates display very similar occupancy patterns. As indicated in Figure 3B,D, the coefficient values generated for the WT and *rpa12Δ* strains indicated high reproducibility. These results reveal that NET-seq is an ideal tool to determine the effect of the deletion of A12.2 on Pol I occupancy in vivo.

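Across the positions from the 35S start site to T1, Spearman's rho was 0.991 between WT replicates 1 and 2, 0.991 between replicates 1 and 3, and 0.992 between replicates 2 and 3. Between the *rpa12Δ* replicates it was 0.958 for replicates 1 and 2, 0.976 for replicates 1 and 3, and 0.98 for replicates 2 and 3. To the 3 digits printed in Figure 3B,D, the WT coefficients and that of *rpa12Δ* replicates 2 and 3 equal the paper's. Positions along a gene are not independent replicates, so no test was attached to these values. Libraries of different strains had coefficients from 0.867 to 0.912, below every pair of the same strain. Over positions of at least 10 RPM, the lowest of them, between *rpa12Δ* replicates 1 and 2, became 0.950.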

### 3.2. RPA12 Deletion Alters Pol I Occupancy throughout the 35S Gene

We demonstrated that NET-seq performed within yeast strains is highly reproducible, therefore, we can use this technique to draw conclusions about the occupancy of Pol I in the WT vs. *rpa12Δ* strains. The median occupancy for WT and *rpa12Δ* were plotted in Figure 4A, and a *t*-test was performed at each position to determine whether there was a significant change between strains. Based on the *p*-value, we determined whether there was a significant difference in occupancy and indicated this with either a green (increased occupancy) or a black (decreased occupancy) line below the histogram for the *rpa12Δ* strain as compared to WT. These results reveal that there is an increase in Pol I occupancy at the 5′ end of the rDNA in the *rpa12Δ* strain as compared to WT and indicates that the deletion of *A12.2* results in a significantly different occupancy pattern of Pol I across the template. Furthermore, there is an increase in Pol I occupancy in the ETS 2 region in *rpa12Δ* yeast. To examine these patterns further, the moving average across 300 nucleotides was plotted for the median occupancy (Figure 4B). This graph corroborates the findings from Figure 4A and shows that there is an increased Pol I occupancy at the 5′ and 3′ ends of the gene in the *rpa12Δ* strain. 

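ETS1 covers positions 1 to 700 (chromosome XII, 466870 to 467569). Its summed occupancy was 27622 ± 1644 RPM (SD, n = 3) in WT and 78641 ± 10665 (SD, n = 3) in *rpa12Δ*. The log2 difference was 1.50 (SE 0.12, adjusted p = 1.89e-06 from limma over 15 summary measures). All 3 *rpa12Δ* libraries lay above all 3 WT libraries (exact permutation test, p = 0.1). Counting each distinct interval once moved this difference most, to 0.46. That setting caps every position at the number of read lengths, so it compresses differences and does not measure PCR copies alone. Of the 550 ETS1 positions tested, 513 were higher in *rpa12Δ* and 1 was lower. The 5 largest rises were read among called positions that reached 100 RPM in either strain, and all were in ETS1, at positions 237, 698, 239, 284 and 90. Their log2 differences ran from 4.23 to 5.09, and from 0.82 to 1.42 with distinct intervals counted once. At position 237 (chromosome XII, 467333), occupancy was 16.1 ± 3.99 RPM in WT and 573.5 ± 57.1 in *rpa12Δ* (SD, n = 3 each). The 5 largest falls were all in 25S, at positions 4277, 4276, 5012, 5013 and 5010. Their log2 differences ran from -2.37 to -1.89, and from -0.53 to -0.37 with distinct intervals counted once. At position 4277 (chromosome XII, 463293), occupancy was 561 ± 38.4 RPM in WT and 109.7 ± 25.9 in *rpa12Δ* (SD, n = 3 each).

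**Figure D1:**
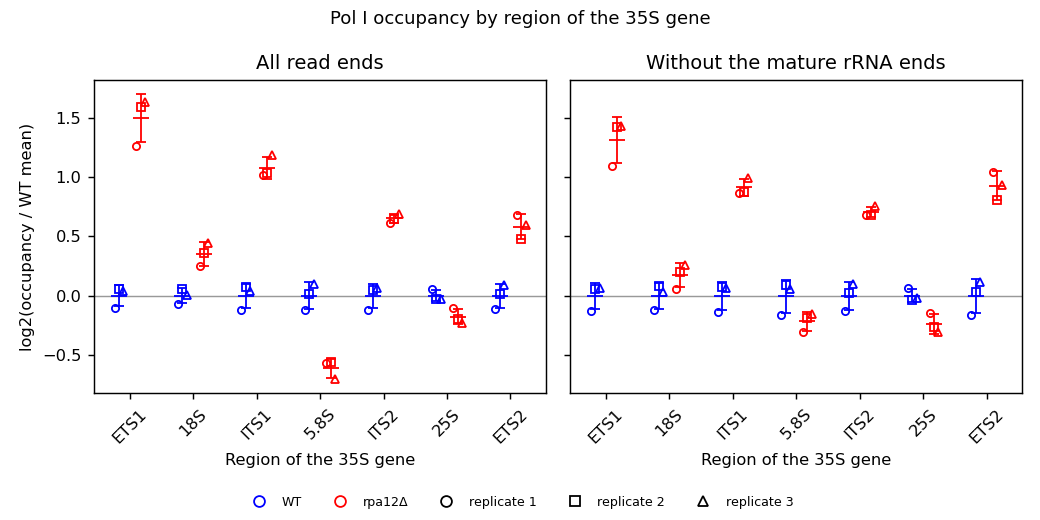
Pol I occupancy in each region of the 35S gene, as log2 of the occupancy over the WT mean, with all read ends on the left and without the read ends within 5 nt of the mature rRNA 3′ ends on the right. Each symbol is 1 library (WT blue, *rpa12Δ* red, a symbol shape per replicate), and bars give the mean ± SD of 3 libraries; ETS1 in *rpa12Δ* lies farthest above WT, by 1.50 on the left and 1.32 on the right.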

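ETS2, from the mature 25S 3′ end to T1, covers 92 nt (chromosome XII, 460831 to 460922). Its occupancy was 4598 ± 319 RPM (SD, n = 3) in WT and 6904 ± 487 (SD, n = 3) in *rpa12Δ*, with no overlap between the strains. The log2 difference was 0.59 (SE 0.10, adjusted p = 0.000373 from limma), and 0.93 once the positions within 5 nt of all 3 mature rRNA ends were left out of ETS2 and of the 35S sum. Among 72 ETS2 positions tested, 51 were higher and 5 lower in *rpa12Δ*. The first Rnt1 cleavage site (chromosome XII, 460908 and 460909) took 1217 ± 103 RPM in WT and 2002 ± 63.4 in *rpa12Δ* (SD, n = 3 each). The second Rnt1 site (460873 and 460874) took 17.3 ± 2.70 in WT and 23.7 ± 4.58 in *rpa12Δ* (SD, n = 3 each).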

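Averaged over 300 nt, the median occupancy at positions 1 to 300 was 45.1 RPM in WT and 139 in *rpa12Δ*, and single replicates averaged 45.5 ± 1.87 and 135 ± 19.6 there (SD, n = 3 each). The first 2718 of the 6440 windows were all higher in *rpa12Δ*. In the last window, which ends at T1, the average was 608 in WT and 432 in *rpa12Δ*, with single replicates at 603 ± 23.2 and 427 ± 6.72 (SD, n = 3 each). Leaving out the positions next to the mature rRNA ends brought this window to 129 in WT and 120 in *rpa12Δ*. Away from those ends, the highest position of the gene was 6409 (chromosome XII, 461161), which was chosen after its value was seen. It held 11.6, 4.01 and 5.40% of the 35S read ends in WT replicates 1 to 3 and 10.8, 8.32 and 4.31% in the *rpa12Δ* replicates. In the window centred on it, the average was 296 in WT and 385 in *rpa12Δ*, with an SD over replicates of 130 and 102 (n = 3 each). Without this position the average was 117 and 108.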

The simplest interpretation of these data is that loss of *A12.2* impairs processivity and alters positioning of Pol I, and the observed increase in occupancy at the 3′ end in the ETS 2 region is due to terminator read-through in the *rpa12Δ* strain (discussed below). It is reasonable to expect that there would be an increase in Pol I backtracking in the *rpa12Δ* strain, though NET-seq cannot be used to detect this effect.

### 3.3. Changes in Pol I Occupancy Are Template Sequence Dependent 

The results shown in Figure 4 demonstrate a 5′ bias in Pol I occupancy in the *rpa12Δ* strain, suggesting defects in transcription elongation. This finding is consistent with the results of transcription run-on experiments performed by Prescott, et al. [19] and previously published in vitro analyses of *rpa12Δ* Pol I by our lab [25]. However, neither study identified the underlying cause of the observed 5′ bias in transcription signal or reduced rate of nucleotide addition. 

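Between the ends of the gene, the summed occupancy of 18S was 191652 ± 8306 RPM in WT and 244747 ± 16706 in *rpa12Δ* (SD, n = 3 each). The log2 difference of 0.35 (SE 0.09) had an adjusted p of 0.0059 from limma. It was 0.17 and no longer past the threshold without the mature rRNA ends or with all reads in the file as the denominator, 0.17 and past the threshold without the 20 highest positions, and with distinct intervals counted once it was -0.031, past the threshold in the opposite direction. ITS1 and ITS2 rose by 1.08 and 0.65 on the log2 scale. 5.8S occupancy fell by 0.61, a difference that shrank to -0.21 and lost its call when the mature ends were left out. 25S occupancy was 629966 ± 20043 RPM in WT and 556880 ± 24633 in *rpa12Δ* (SD, n = 3 each). Its log2 difference of -0.18 (SE 0.09) did not pass the threshold (adjusted p = 0.0775 from limma), but 6 of 18 alternative settings brought it past, the largest at -0.36. Read ends within 5 nt of the mature 18S, 5.8S and 25S 3′ ends made up 27.8% ± 1.43 of the 35S sum in WT and 18.0% ± 1.17 in *rpa12Δ* (SD, n = 3 each). From the greater occupancy at the 5′ end of the gene, the paper proposes that transcription elongation is defective in the *rpa12Δ* strain.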

Our lab recently determined that local nucleotide sequence affects nucleotide addition by Pol I in vitro and Pol I occupancy in vivo [27,29]. As a result, we tested whether the observed 5′ Pol I occupancy bias and overall occupancy differences observed in the *rpa12Δ* strain were sequence-dependent. We generated a DiffLogo (Figure 2) to visualize sequence enrichments for the top 2.5% occupied positions in the *rpa12Δ* strain (shown on top) vs. WT (shown below). The patterns shown in Figure 2 demonstrate that the deletion of *RPA12* repositions the polymerases on the rDNA template with respect to WT. In the *rpa12Δ* strain, Pol I is paused up- and downstream of G/C-rich rDNA regions, and there is a difference in sequence enrichment directly surrounding the LNT in the RNA:DNA hybrid as compared to WT. These results confirm that the *RPA12* deletion perturbs nucleotide addition by Pol I and demonstrate that the effects of this deletion are at least partially sequence dependent. This observation further supports the intimate relationship between template sequence and Pol I occupancy in vivo [27,29]. 

### 3.4. Deletion of RPA12 Results in Pol I Occupancy Downstream of T1 and T2

We observed a significant increase in the occupancy of Pol I in the ETS 2 region after *A12.2* deletion (Figure 4), suggesting potential termination defects in this strain. Previous work has demonstrated significant read-through of transcriptional terminators by *rpa12Δ* Pol I [19]. To characterize the effect of *rpa12Δ* on termination using NET-seq experiments, we examined the median polymerase occupancy both upstream and downstream of T1 and T2 (Figure 5A). As expected, we observed increased WT Pol I occupancy directly upstream of T1 followed by a significant decrease directly downstream. 

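In WT, the 50 nt up to T1 held 630 ± 55.6 RPM (SD, n = 3) and the 50 nt after T1 held 115 ± 12.7 (SD, n = 3). The log2 change across T1 was -2.44 ± 0.13 (SD, n = 3), and it was negative in all 3 WT libraries. T1 itself took 114, 120.4 and 122 RPM in WT replicates 1 to 3 (SD 3.85).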

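T2 lies 158 nt past T1, at 460673 on chromosome XII. WT occupancy was 26.5 ± 1.25 RPM in the 50 nt up to T2 and 16.8 ± 2.64 in the 50 nt after it (SD, n = 3 each). This is a log2 change of -0.63 ± 0.17 (SD, n = 3). At T2 itself, 0 read ends were found in each WT library. The floor of 3 counts equals 0.601, 0.806 and 0.965 RPM in replicates 1 to 3.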

Very little signal for WT Pol I occupancy is detected adjacent to the T2 termination site (Figure 5A). These patterns are consistent with the initial transcriptional pause required for termination of Pol I transcription and highly efficient termination at T1. In contrast, we do not see any clustering of *rpa12Δ* Pol I adjacent to either terminator site, indicating that *rpa12Δ* Pol I does not pause at these sites like WT Pol I (Figure 5A). Together, these data suggest that unlike WT Pol I, *rpa12Δ* Pol I is not reliably terminating at the designated transcription termination sites, and instead is still engaged with the template well beyond both T1 and even T2. 

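In *rpa12Δ*, occupancy was 2000.4 ± 448 RPM in the 50 nt up to T1 and 2567 ± 212 in the 50 nt after it (SD, n = 3 each). The log2 change across T1 was 0.38 ± 0.42 (SD, n = 3) and exceeded that of WT by 2.82 (SE 0.19, adjusted p = 7.24e-07 from limma). Windows of 100 nt reach back to the mature 25S end, so their value of 4.86 includes its read ends, and distinct intervals counted once gave 1.82. T1 itself took 44.0 ± 10.5 RPM (SD, n = 3) in *rpa12Δ*, a log2 difference from WT of -1.44 (adjusted p = 1.87e-07 from limma across positions). The highest *rpa12Δ* position within 10 nt after T1 lay at 460825 on chromosome XII, with 583 ± 114 RPM against 37.2 ± 5.12 in WT (SD, n = 3 each), and was chosen after its value was seen. Around T2, *rpa12Δ* occupancy was 479 ± 46.1 RPM before the site and 852 ± 95.8 after it (SD, n = 3 each), and the log2 change exceeded that of WT by 1.46 (SE 0.11, adjusted p = 9.05e-07 from limma). T2 itself was the end of 8, 2 and 1 reads in the *rpa12Δ* replicates. The highest position of IGS 1 in *rpa12Δ*, at 460666, took 164 ± 15.7 RPM against 4.10 ± 0.280 in WT (SD, n = 3 each).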

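Between T1 and T2 (chromosome XII, 460673 to 460830), occupancy was 196, 215 and 222 RPM in WT replicates 1 to 3 (SD 13.8) and 4140 ± 364 RPM in *rpa12Δ* (SD, n = 3). The log2 difference was 4.29 (SE 0.10, adjusted p = 3.59e-10 from limma). The T1-proximal binding site for Reb1 and Nsi1 (460804 to 460814) took 13.6 ± 0.930 RPM in WT and 256 ± 54.6 in *rpa12Δ* (SD, n = 3 each). Past T2, the replication fork barrier sites RFB3 (460638 to 460657), RFB2 (460601 to 460615) and RFB1 (460541 to 460560) took 5.50 ± 1.55, 2.15 ± 0.935 and 0.509 ± 0.260 RPM in WT (SD, n = 3 each). In *rpa12Δ*, RFB3, RFB2 and RFB1 took 348 ± 105, 140 ± 20.4 and 218 ± 63.5 RPM (SD, n = 3 each).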

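In IGS 1 (chromosome XII, 459797 to 460672), occupancy was 156 ± 10.3 RPM in WT and 4422 ± 438 in *rpa12Δ* (SD, n = 3 each), a log2 difference of 4.82 (adjusted p = 3.59e-10 from limma). Within the 5S gene (459676 to 459796), read ends on the Pol I strand came to 3.29 ± 1.00 RPM in WT and 146 ± 17.5 in *rpa12Δ* (SD, n = 3 each), a log2 difference of 5.12 (adjusted p = 3.95e-09 from limma). IGS 2 (458433 to 459675) held 107 ± 12.2 RPM in WT and 2067 ± 158 in *rpa12Δ* (SD, n = 3 each), a log2 difference of 4.27 (adjusted p = 5.32e-10 from limma). From T1 to the next 35S start site, 46 of 47 windows of 50 nt were higher in *rpa12Δ*, with log2 differences from 2.08 to 7.82, and 0 were lower in the limma test, also at an unadjusted p under 0.05. The exception, positions 7740 to 7789, spans the edge of the 5S gene that Pol I reaches first. It had 82.1 RPM in WT and 78.9 in *rpa12Δ* (log2 difference -0.12, adjusted p = 0.61 from limma). It was called lower in *rpa12Δ* without *rpa12Δ* replicate 1 but higher with distinct intervals counted once. Windows of 25 nt gave 93 of 95 changed, and windows of 100 nt gave 23 of 23.

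**Figure D2:**
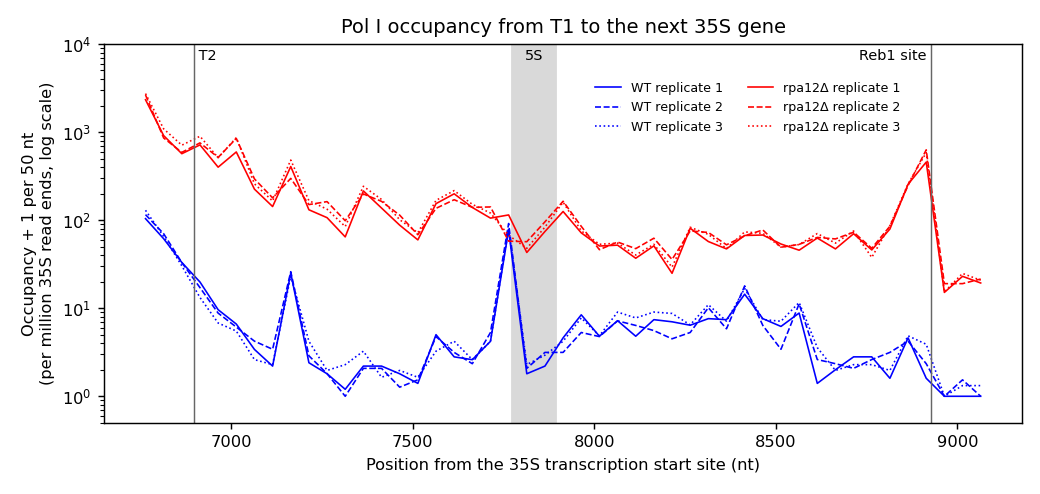
Pol I occupancy + 1 per 50 nt window from T1 to the next 35S gene, in RPM on a log scale, against the position from the 35S transcription start site in nt. Each line is 1 library (WT blue, *rpa12Δ* red, a line style per replicate), grey marks the 5S gene and vertical lines mark T2 and the promoter-proximal Reb1 site; the *rpa12Δ* lines lie above the WT lines in 46 of 47 windows.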

We also observed persistent *rpa12Δ* Pol I occupancy throughout IGS 1, the 5S gene, and IGS 2 (Figure 5B). To detect signal via NET-seq, the EC must be associated with a nascent transcript, indicating that these polymerases are actively transcribing. How do these polymerases escape Rat1-dependent termination? These data suggest that the elongation rate of *rpa12Δ* Pol I is greater than the processive nucleotide excision rate of Rat1. Alternatively, Rat1 binding to the nascent transcript may rely on transcriptional pausing at T1 or assembly of precise RNA structures that may be perturbed in the mutant strain. Interestingly, WT Pol I signal was also observed downstream of T2 at one distinct locus, which was directly upstream (relative to Pol I transcription) of the 5S gene. 

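The WT signal lay at 13 consecutive positions, 459803 to 459815 on chromosome XII, the last of them 7 nt before the 5S gene in the direction of Pol I. Together these positions held 75.3, 89.5 and 77.8 RPM in WT replicates 1 to 3 (80.9 ± 7.55, SD, n = 3). The 13 nt before them held 0, 0.269 and 0.643 RPM. Both stretches were set after the values were seen. The 13 positions are the run around the highest WT position in which the WT median exceeded that of *rpa12Δ*, so they were selected for that contrast. In distinct intervals, the signal came from 25, 25 and 20 intervals in the 3 WT libraries. Of the WT reads that end in the last 9 nt up to the highest position (459804), 92.7 to 93.8% also shared their other end, at 459832, and were 21 to 29 nt long.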

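In *rpa12Δ* replicates 1 to 3, the 13 positions before the 5S gene held 78.5, 17.2 and 28.0 RPM (41.2 ± 32.7, SD, n = 3), so that replicate 1 was as high as WT (exact permutation test against WT, p = 0.3). Over the whole 50 nt next to the gene, occupancy was 83.2 ± 8.12 RPM in WT and 103 ± 26.8 in *rpa12Δ* (SD, n = 3 each), a log2 difference of 0.28 (SE 0.17, adjusted p = 0.144 from limma). This difference was -1.18 over 25 nt, not past the threshold, while 1.47 over 100 nt and 2.79 with distinct intervals were past it, and without *rpa12Δ* replicate 2 it was 0.40 and past the threshold. The median over replicates was higher in WT at 36 of the 2240 positions between T2 and the next 35S start site. These comprised the 13 positions of the signal, which were selected for it, and 23 others, at which the WT median reached at most 2.00 RPM.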

In fact, this is the only location in the IGS where Pol I occupancy is greater in the WT strain than the *rpa12Δ* strain. These data show that a very small subset of WT Pol I ECs read through both the primary termination site (T1) and the secondary fail-safe site (T2), with the ECs ultimately halting upon encountering the 3′ end of the 5S gene, likely due to collision with Pol III or its associated factors. By contrast, *rpa12Δ* results in significantly increased Pol I EC read-through of T1 and T2, as well as the 5S gene, suggesting that this deletion renders the polymerases termination deficient. 

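Between T1 and the next 35S start site (chromosome XII, 458433 to 460830), 2253, 1804 and 1535 read ends were found in the WT replicates and 92980, 93752 and 100142 in the *rpa12Δ* replicates. Relative to the 35S gene, this is 477 ± 22.3 RPM in WT and 10774 ± 928 in *rpa12Δ* (SD, n = 3 each), with every *rpa12Δ* library above every WT library (exact permutation test, p = 0.1). The upstream element of the next 35S promoter (458492 to 458587) took 0.286 ± 0.270 RPM in WT and 34.2 ± 2.50 in *rpa12Δ* (SD, n = 3 each). From the read-through of T1, T2 and the 5S gene, the paper proposes that the deletion leaves the polymerases deficient in termination.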

Our lab has identified that the *rpa12Δ* Pol I EC is much more stable than WT in vitro [24], and this additional stability likely allows *rpa12Δ* Pol I ECs to read through the Pol III EC-occupied 5S gene. Compared to WT, we see consistent *rpa12Δ* Pol I occupancy throughout IGS 2, culminating in a cluster of positions with sharply increased occupancy approximately 215 base pairs upstream of the transcription start site for the adjacent 35S gene (Figure 5B). 

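In the 50 nt before the promoter-proximal Reb1 site (chromosome XII, 458644 to 458693), occupancy was 1.70 ± 1.15 RPM in WT and 608 ± 89.8 in *rpa12Δ* (SD, n = 3 each). Of these 50 positions, 16 averaged at least 10 RPM in *rpa12Δ* and 0 did in WT, and the 16 lay 257 to 215 nt upstream of the next 35S start site. The highest *rpa12Δ* position of IGS 2, at 458656, lay 224 nt upstream of that start site and took 112 ± 13.4 RPM (SD, n = 3) against 0, 0 and 0.322 in WT replicates 1 to 3. WT occupancy in IGS 2 was highest at 459150, with 3.88 ± 1.09 RPM against 4.30 ± 1.23 in *rpa12Δ* (SD, n = 3 each).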

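The promoter-proximal Reb1 site covers 8 nt (chromosome XII, 458636 to 458643) and begins 13 nt after the highest position of IGS 2 in the mutant. The site itself took 0 read ends in WT and 13.6 ± 5.98 RPM in *rpa12Δ* (SD, n = 3). The 50 nt after it held 0.107 ± 0.186 RPM in WT and 15.8 ± 2.41 in *rpa12Δ* (SD, n = 3 each). The log2 change across the site was -5.18 ± 0.10 in *rpa12Δ* and -1.21 ± 0.47 in WT (SD, n = 3 each), a difference of -3.97 (SE 0.21, adjusted p = 9.00e-08 from limma). The WT change rests on few read ends and depends on the pseudocount, and the difference was -2.01 with a pseudocount of 0.1 RPM and -2.20 over windows of 100 nt, both past the threshold. Counting distinct intervals once gave 0.73, in the opposite direction and not past the threshold.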

Interestingly, this site is also just upstream of the promoter-proximal binding site for Reb1 (Figure 5B). These data suggest that this position represents a third, previously uncharacterized, site for Pol I EC pausing/arrest and possibly transcription termination. This site could be crucial to ensure that termination occurs prior to read-through into the next rDNA promoter. Taken together, there is robust occupancy of Pol I ECs in the IGS regions in the *rpa12Δ* strain. This read-through could have many negative consequences, such as induction of DNA damage and disruption of 5S rRNA synthesis.

## 4. Discussion

### 4.1. Pol I Occupancy Patterns within the 35S Gene Change in Response to RPA12 Deletion

Initial characterization of the mechanistic contribution of A12.2 to Pol I function focused on transcript cleavage and termination [18,19,20]. However, recent studies of Pol I nucleotide addition in vitro show that removal of the A12.2 subunit from the Pol I EC changes the kinetics of nucleotide incorporation [24,25,29]. This observation indicates that A12.2 plays a role in transcription elongation as well as termination and transcript cleavage. Analysis of our NET-seq data corroborates these findings in vivo. NET-seq revealed substantial shifts in *rpa12Δ* Pol I occupancy throughout the 35S gene, including increased occupancy in the 5′ end of the gene relative to WT (Figure 4). 

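Of the 6322 positions tested with limma from the 35S start site to T1, 2661 (42.1%) were higher and 673 (10.6%) lower in *rpa12Δ*. By region, 908 of 1786 positions tested were higher and 48 lower in 18S, 177 of 222 higher and 3 lower in ITS1, and 139 of 179 higher and 2 lower in ITS2. In 5.8S, 32 of 148 were higher and 26 lower, and in 25S, 841 of 3365 were higher and 588 lower. The paper's t-test at an unadjusted p under 0.05 called 3448 of all 6739 positions, 2727 higher and 721 lower, and after Benjamini-Hochberg adjustment it called 2509, 1960 higher and 549 lower. The split depended on the scaling, with 1647 higher and 1600 lower under median-of-ratios factors, 1950 higher and 1116 lower without the mature rRNA ends, and 2137 higher and 1246 lower when the 20 highest positions were left out of the 35S sum. Counting distinct intervals once gave 1541 higher and 2169 lower.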

By preparing these libraries in biological triplicate, we determined that many of these changes in occupancy were statistically significant (Figure 4). These data are consistent with transcription run-on data and Miller chromatin spreads published by the Beyer and Proudfoot labs [19], indicating a 5′ bias in *rpa12Δ* Pol I EC distribution. The lack of cleavage activity by the mutant Pol I may play a role in this observed 5′ occupancy shift. Reductions in TFIIS-mediated transcript cleavage by Pol II have been shown to impair yeast viability and Pol II transcription elongation in vivo [41]. The permanent integration of the TFIIS paralogue A12.2 into Pol I suggests that cleavage activity is important for the proper function of Pol I. Deletion of *RPA12* induces a two-fold decrease in the growth rate of yeast and considering the transcription effects found in the *rpa12Δ* strain, this mutation will likely contribute to defects in rRNA processing. Pol I ECs are also very densely packed on each active rDNA repeat, often exceeding 50 ECs per 35S gene [1]. Thus, stable *rpa12Δ* polymerase stalling on the rDNA template (coupled with the increased stability of the *rpa12Δ* Pol I EC [24,42]) may represent a substantial barrier for Pol I ECs in the 5’ end of the gene. This accumulation of “roadblocks” might explain the observed accumulation of *rpa12Δ* Pol I ECs in the 5′ end of the 35S gene. Consistent with this model, previous studies of head-to-tail collision events between Pol II ECs have indicated that collision with the leading polymerase causes the trailing polymerase to backtrack in vitro, relying on TFIIS-mediated cleavage to continue productive elongation [43]. The resolution of such backtracked complexes for Pol I is impaired in *rpa12Δ* cells. 

The template positions demonstrating statistically significant changes in polymerase occupancy displayed unique sequence trends within the RNA:DNA hybrid, and overall sequence-specific repositioning (Figure 2). We identified repositioning of *rpa12Δ* Pol I occupancy on the DNA template in the top 2.5% occupied positions. The cumulative effect of this may explain the observed 5′ preference in occupancy in the *rpa12Δ* strain as well as the significant increase in spacer region occupancy. Overall, these findings show that nucleotide addition by *rpa12Δ* Pol I is perturbed in vivo, consistent with previous in vitro studies [25,26,29]. They also provide a potential mechanistic explanation for the in vitro findings. Additional mutational analysis would further elucidate the role that the A12.2 subunit plays in nucleotide addition. For example, the C-terminal domain (CTD) of A12.2 is responsible for conferring intrinsic cleavage activity to Pol I [18], whereas the N-terminal domain is responsible for anchoring A12.2 within Pol I [20]. By analyzing Pol I occupancy in A12.2 CTD deletion yeast strains, the specific contributions of the transcript cleavage and anchoring domains to the perturbations in Pol I occupancy observed could be determined. 

### 4.2. S. cerevisiae Contains a Putative Third Pol I Terminator Region

Our NET-seq data confirm that deletion of *RPA12* renders Pol I termination-deficient in vivo, as we observed significant *rpa12Δ* Pol I EC read-through of both previously defined sites of Pol I termination (Figure 5A). Furthermore, we observed increased *rpa12Δ* Pol I occupancy throughout the IGS compared to WT (Figure 5B). Interestingly, *rpa12Δ* Pol I occupancy was enriched at a site directly upstream of the promoter-proximal Reb1 binding site, indicating *rpa12Δ* Pol I is pausing or arresting at this position. Reb1 has a higher affinity for this site than its terminator-proximal binding site and appears capable of halting *rpa12Δ* Pol I, whereas Nsi1 binding to the T1-proximal site is not (Figure 5B) [10]. As NET-seq is not sensitive to termination events due to it only reporting on nascent RNA, we cannot decisively conclude that this site induces termination of Pol I transcription. However, Pol I transcription termination involves pausing the EC as the first step [44]. These data raise the question of whether this site represents an even stronger Pol I terminator than T1. This third site could function as a final failsafe, preventing the collision of Pol I ECs and the transcription initiation machinery bound to the promoter region of the adjacent 35S repeat. This arrangement has been observed in higher eukaryotes such as *Xenopus laevis* [45] and mice [46]. However, our data suggest that WT Pol I does not reach this site in vivo under normal conditions. 

Why then has this site been preserved if it is unnecessary under normal growth conditions? In the WT strain, a population of polymerases read through both T1 and T2, resulting in Pol I occupancy near the 3′ end of the 5S gene (Figure 5B). Under the growth conditions tested, we did not observe consistent WT signal beyond the 5S gene, suggesting that the WT Pol I EC cannot transcribe past actively transcribed Pol III repeats. It is reasonable to suggest that Pol III ECs on the 5S gene interfere with Pol I transcription, resulting in Pol I transcriptional arrest. Perhaps in slower growth conditions or during stress when ribosome synthesis is reduced, Pol III loading on the 5S gene would be decreased, increasing the probability of Pol I EC read-through into IGS 2. Under such conditions, a promoter-proximal terminator site would prevent Pol I EC collisions with transcription initiation factors at the next 35S gene. 

In addition to NET-seq, many other high-throughput techniques have recently been developed and utilized to capture a global perspective of the positioning of RNA polymerases on a DNA template. Many of these alternative techniques use a similar protocol to that in this study, with one major difference being the introduction of crosslinking to purify elongation complexes. A recent publication demonstrates the use of the crosslinking and cDNA analysis (CRAC) method to probe for Pol I occupancy in WT yeast [47]. In agreement with our WT NET-seq data included here, as well as previous results from our lab [27,28,29], the CRAC data show that the distribution of Pol I is heterogeneous across the 35S gene. However, there are some differences in the occupancy patterns shown in the NET-seq versus CRAC datasets. This could be due to an unintended effect of the crosslinking step in the CRAC technique, as NET-seq is not designed to detect indirect transient interactions. Alternatively, the lack of crosslinking in NET-seq may result in the loss of signal due to collapsed elongation complexes. This observation seems unlikely, given the demonstrably long half-life of elongation complexes in vitro, but such an effect is possible. Importantly, this study deployed identical experimental strategies to test the effects of deletion of *RPA12*. The results corroborate previous studies and highlight the extensive roles for A12.2 in transcription elongation and termination in vivo. 

Analysis of Pol I occupancy on the rDNA via NET-seq refines our understanding of the role for A12.2 in Pol I function in vivo, as well as the architecture of the yeast IGS. These data also suggest several new lines of inquiry. How does A12.2 moderate Pol I occupancy in a sequence-dependent manner? Which domain of A12.2 is responsible for this behavior? Does the promoter-proximal binding site represent a third site of Pol I termination and, if so, what purpose does it serve in *S. cerevisiae*? How well-conserved are these termination sites in other eukaryotic species? Answering these questions will bring us closer to a fundamental understanding of Pol I, and the genomic region it transcribes. These high-resolution in vivo findings demonstrate that the A12.2 subunit of Pol I plays an important role in transcription elongation and termination. Furthermore, these data suggest that there may be a third, previously uncharacterized, transcription termination site for Pol I in yeast.

## 5. Conclusions

NET-seq analyses demonstrate that the A12.2 subunit of Pol I plays an important role in transcription elongation and termination in living cells, consistent with previous findings in vitro. Furthermore, these data suggest that there may be a third, previously uncharacterized, transcription termination site for Pol I in yeast.

## Figures and Tables

**Figure 1:**
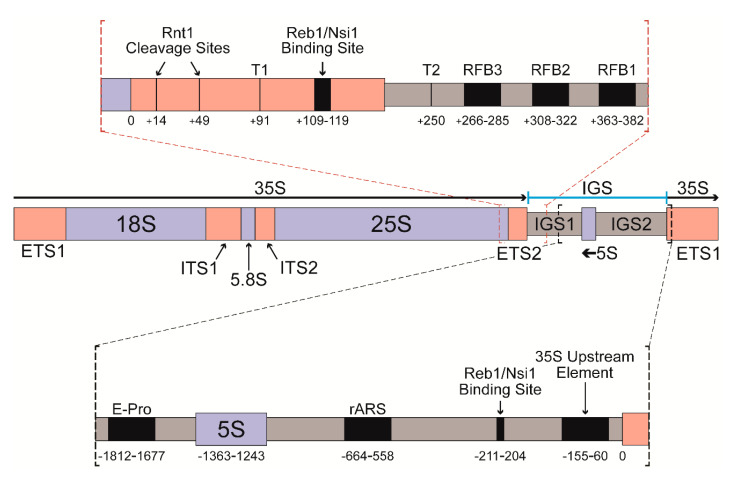
Gene diagram of an *S. cerevisiae* rDNA repeat. Black arrows indicate the direction of transcription; red bracketed insert details the portion of the rDNA containing the two sites of Pol I termination as well as the RFB region. The indicated coordinates are relative to the mature end of the 25S rRNA. The black bracketed insert details the portion of the rDNA containing the E-pro, 5S gene, and IGS 2. The indicated coordinates are relative to the transcription start site of the downstream 35S repeat.

**Figure 2:**
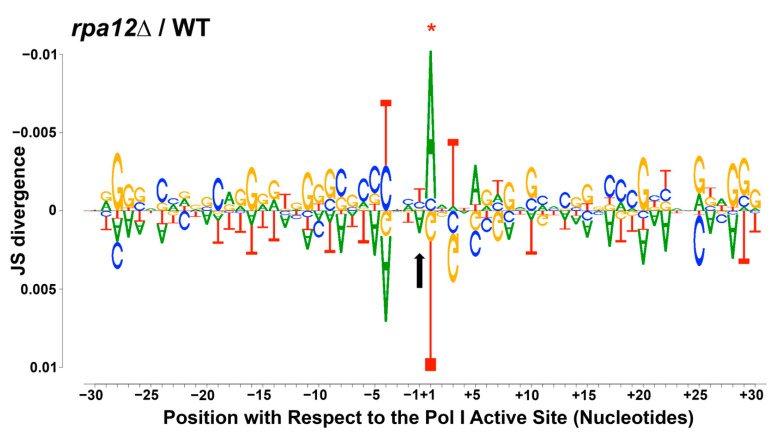
*RPA12* deletion alters the relationship between Pol I occupancy and nucleotide enrichment in the RNA:DNA hybrid and the template sequence both up- and downstream of the polymerase. A DiffLogo was generated to visualize template sequence enrichments at the top 2.5% occupied positions by Pol I for the *rpa12Δ* strain (above the 0 axis) and the WT strain (below the axis). The black arrow indicates the last incorporated nucleotide (LNT), as this graph is oriented with respect to the polymerase. The asterisk denotes a significant difference between WT and the *rpa12Δ* strains at that position.

**Figure 3:**
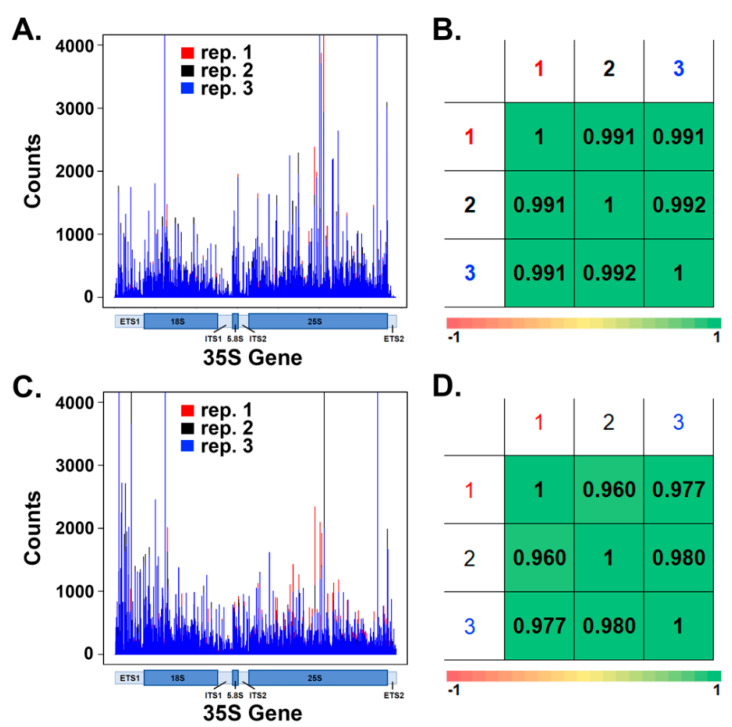
NET-seq experiments are reproducible. NET-seq was performed in biological triplicate and resultant reads corresponding to the 35S rDNA gene were isolated. A histogram for WT (**A**) and *rpa12Δ* (**C**) was generated, indicating Pol I occupancy at each position across the rDNA. The Spearman correlation test was executed to generate similarity coefficient values for WT (**B**) and *rpa12Δ* (**D**) libraries.

**Figure 4:**
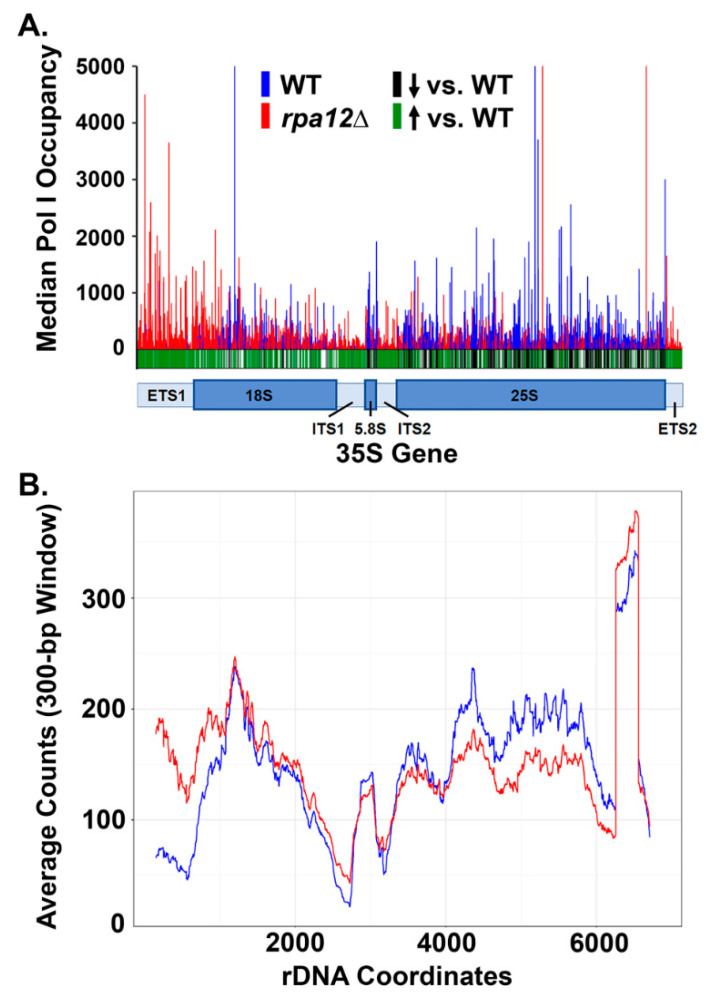
*RPA12* deletion shifts Pol I occupancy toward the 5′ end of the 35S gene. (**A**) Pol I median 5′ read end densities for WT (blue) and *rpa12Δ* (red) strains in three replicates each. Green lines indicate statistically significant increases in occupancy in *rpa12Δ* strain compared to WT. Black lines indicate statistically significant decreases in occupancy. Statistical analysis was performed using Student’s *t*-test (*n* = 3, *p*-value < 0.05). The 35S gene diagram is color coded for gene (dark blue) and spacer (light blue) regions. Occupancies are normalized to the sum of 35S occupancy. (**B**) The moving average across 300 bp of the median Pol I occupancy on the 35S gene for WT (in blue) and *rpa12Δ* (in red).

**Figure 5:**
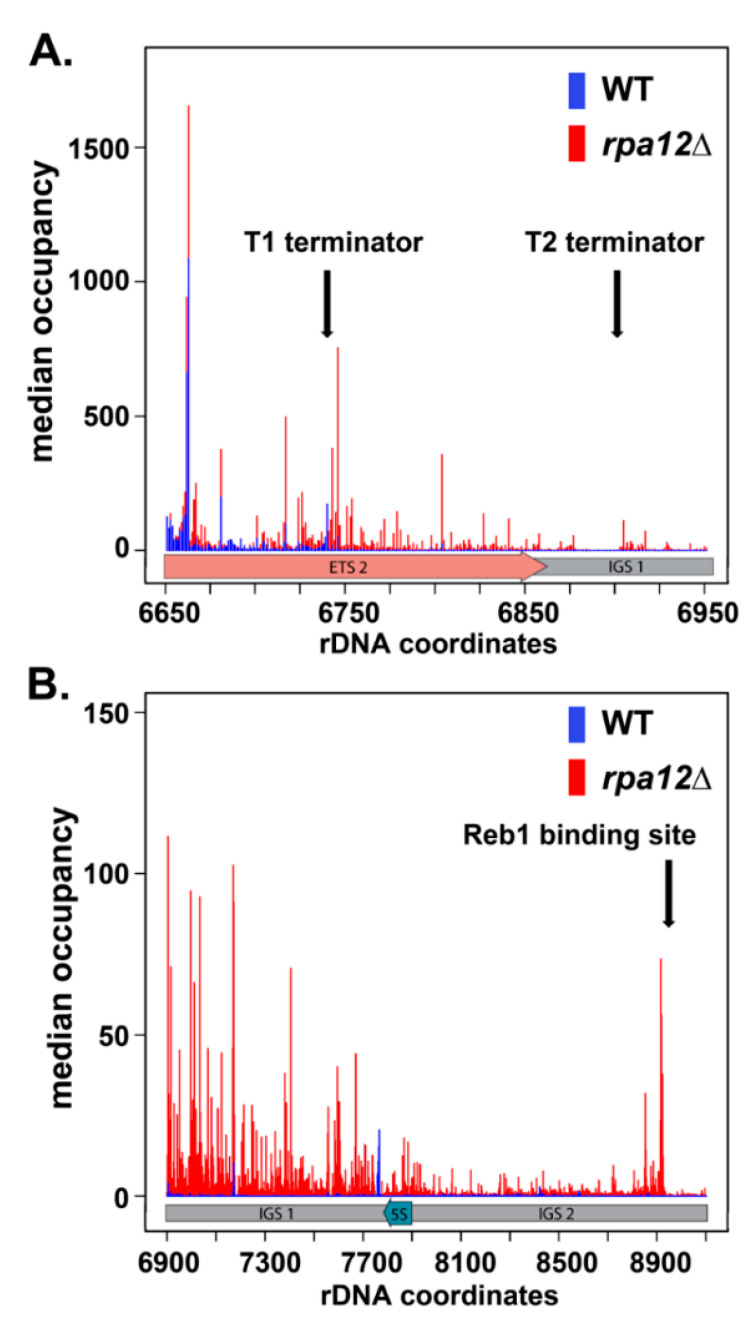
*RPA12* deletion reveals a putative third Pol I transcription termination site in the IGS. (**A**) Pol I median occupancy for WT (blue) and *rpa12Δ* (red) strains in ETS 2 and IGS 1 for three replicates each. Termination sites are highlighted with black arrows. Gene diagram is color coded for ETS 2 (salmon) and IGS 1 (grey). Occupancy is normalized to the sum of 35S occupancy. (**B**) Pol I median occupancy for WT and *rpa12Δ* strains in the IGS. The promoter-proximal Reb1 binding site is highlighted with a black arrow. Gene diagram is color coded for IGSs 1 and 2 (grey) and the 5S gene (cyan). The occupancy is normalized to the sum of 35S occupancy.

## Data Availability

Raw data files can be accessed via the Gene Expression Omnibus database with the accession number GSE142457.

How the deposited data were processed for this re-analysis (not part of the article)

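Native elongating transcript sequencing was carried out on 6 libraries, 3 from the WT strain and 3 from the *rpa12Δ* strain, and all 6 were used. The authors trimmed, aligned and formatted the reads by their earlier procedure before the files were deposited, and the paper's text names no aligner, genome build or rule for reads that fit several places. Each deposited line is 1 aligned read with its start, end and strand, and the score given by the authors' alignment is a mapping quality from 0 to 60. Each library was deposited on its own, and read ends were counted here from the lines. The shortest read was 20 nt. Chromosome lengths and the mature rRNA ends fit the R64 build of *S. cerevisiae*, which was used for all coordinates.

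Read ends were counted with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The 2 annotated 35S copies and the partial repeats beside them were folded onto 1 repeat of 9137 positions and summed. The 5′ end of each read on the positive strand was counted as a Pol I position, and the opposite strand was counted separately. Occupancy in RPM is the number of read ends per 1000000 read ends of the same library from position 1 to T1 at position 6739. The 35S copies took equal shares of the reads, 50.0% each in every library when checked over the stretch both copies hold. Per library, the 35S sums ranged from 3109284 read ends in WT replicate 3 to 9494951 in *rpa12Δ* replicate 1, so that a count of 3 equals 0.316 to 0.965 RPM. A count of 3 was taken as the floor.

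Differences between strains were tested in R 4.3.3 with limma 3.58.1 on log2(occupancy + 1 RPM), with moderated variances and Benjamini-Hochberg adjustment at 0.05. A variance trend was fitted for single positions with a mean of at least 10 RPM, for IGS windows of 50 nt and for genes. The 15 summary measures were fitted without a trend, and they comprise the regional sums, the 50 nt before the 5S gene and the log2 changes between the 50 nt on each side of T1, T2 and the promoter-proximal Reb1 site. An exact permutation test was added for single measures, which with 3 libraries per strain gives no two-sided p below 0.1. The paper's t-test was repeated as an alternative. Moving averages cover 300 nt of the median over replicates.

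The tests of positions, windows and genes were tested on simulated data with known changes. The summary measures were simulated with changes in ETS1 and IGS 2 only, and that outcome is not given here. The simulated counts were drawn independently with a single dispersion, so PCR copies and unequal spread were not imitated. For the 35S positions, 195 of 195 changed positions were recovered among 6315 and 8 unchanged ones were called. For the IGS, 10 of 10 changed windows were recovered among 47, and for genes outside the rDNA 157 of 165 among 2886, with 4 unchanged genes called.

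Positions were named by a rule set before the data were examined, as were the main tests of the rDNA and the alternatives not named as chosen later. The test of single genes outside the rDNA was not among them and was added later. It takes every site the paper names and the highest position of each strain in each region. It also takes the 5 largest rises and the 5 largest falls among called 35S positions of at least 100 RPM in either strain, if they changed the same way in every pairing of replicates of the same number, and any IGS window called higher in WT. Positions that were chosen after their values were seen are described so where they are printed.

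Reads outside the rDNA were counted in 6389 annotated genes, on the strand of the gene's transcript, and divided by the library's reads outside the rDNA, of which 91.5 to 93.5% lay in these genes. The test took 2902 genes with a mean of at least 10 per 1000000 such reads, and the listed genes below were read from a second limma fit over all 6260 genes with reads. Lists of a-specific, alpha-specific, haploid-specific and auxotrophic marker genes were written after the 4 largest rises had been seen. The listed genes whose values had been seen before were STE2, STE6, BAR1, FAR1, SST2 and MET17.

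Alternatives changed the test, the pseudocount (0.1 and 10 RPM), the filter, the denominator, the mature rRNA ends (positions within 5 nt left out), the window length (25 and 100 nt), the reads used (at least 25 nt, or distinct intervals counted once), the rDNA copies and the replicates (each left out in turn, or used as a block). Libraries were also thinned to 3109284 35S read ends, or to 1165143 reads outside the rDNA. For the cluster before the promoter-proximal Reb1 site, every window of 50 nt outside the rDNA was searched for the same profile of read ends of mapping quality 0, a search tested on simulated data. A mapping quality above 10 left 434 to 22402 rDNA reads per library. Reads that fit both copies score 0, so the 35S sum could not serve as denominator, and occupancy was not computed from these reads. The tests meant for a column of counts were not run, since the files hold reads. The base enrichment and GC content of Figure 2 were not analysed here, because they need the genome sequence.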

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

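The test of single genes outside the rDNA was added after the data had been examined, and the tests of the listed mating-type and marker genes, with every alternative setting for genes outside the rDNA, were chosen only after the largest changes had been seen.

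The paper reports no gene outside the rDNA, and these reads are picked out here because they carry a signal above the WT level in data it does not analyse. Per 1000000 reads outside the rDNA, STE2 took 3.40 ± 0.947 in WT and 78.2 ± 7.43 in *rpa12Δ*, and STE6 took 4.65 ± 4.15 and 79.96 ± 15.5 (SD, n = 3 each). FAR1 took 0.200 ± 0.347 and 23.7 ± 5.23, and BAR1 took 0.601 ± 1.04 and 20.8 ± 4.24 (SD, n = 3 each). The log2 differences were 4.19, 4.06, 4.38 and 3.93 (limma), and with pseudocounts of 10 and 0.1 they were 1.71 and 6.94 for FAR1 and 1.53 and 6.27 for BAR1, which had 1 and 3 reads over the WT libraries. Each gene was higher in 3 of 3 *rpa12Δ* libraries than in any WT library. Scaling to all reads in the file left STE2 at 3.87 and STE6 at 3.76.

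The lists test whether the 2 sets of libraries differ in mating type or ploidy. All 7 a-specific and all 10 haploid-specific genes had every *rpa12Δ* library above every WT library, among them 12 of the 12 genes whose values had not been seen before. WT libraries are shallower, which favours this for genes with few reads. After thinning to equal depth, where chance gives this for at most 5% of genes, 15 of the 17 and 10 of the 12 did so, with AGA2 and ASG7 the exceptions. A limma fit over all 6260 genes with reads called 6 of the 7 and 9 of the 10, ASG7 and RME1 being the exceptions. The a-specific genes held 35 reads over the WT libraries and 2842 over the *rpa12Δ* libraries. Of 4 alpha-specific genes, 0 were called by limma. The 3 with reads were lower in *rpa12Δ*, with a median log2 difference of -0.44, or -0.072 with all reads as the denominator, and STE3 at -0.85 was the 1 gene past an unadjusted p under 0.05. Each direction given for the a-specific and haploid-specific lists held in every gene when all reads were the denominator. Sequencing depth is argued against as the whole cause, since 13 of the 17 genes stayed past the threshold after thinning.

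One possible explanation for those 12 genes is that the WT libraries came from cells that repress mating genes, as a/α diploids do, and the *rpa12Δ* libraries from MATa cells. The paper describes the mutant as a derivative of the WT strain. FIG1, a mating gene on none of the lists, went the other way, with 35.4 ± 6.45 in WT and 3.15 ± 1.07 in *rpa12Δ* (SD, n = 3 each). An effect of the deletion itself on these genes stays open and was not tested, because no library separates the genotype from the strain background.

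Of 2902 genes tested outside the rDNA, 156 were higher and 747 lower in *rpa12Δ*. The median log2 difference was -0.26, and changes of single genes are to be read against it. With all reads as the denominator, only 1237 genes were tested, and 427 of 652 called genes were higher. The largest falls were SUL2 at -3.86, GPH1 at -3.55 and OPT2 at -3.28. PHO11 and PHO12 rose by 2.01 and 2.00, but these near-identical genes may share reads. The auxotrophic markers had a median of -1.14, or -0.71 with all reads as the denominator, and 7 of 8 were called lower. After thinning to 1165143 reads, 760 genes were called, which argues against depth as the whole cause. Only 1 of 10 splits of the libraries, the real grouping, called as many genes, but with 10 splits this count cannot exclude chance. Without *rpa12Δ* replicate 2 the calls fell to 531, of which 82 were higher.

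The paper analyses a single strand of the rDNA. On the opposite strand of IGS 1, 212 ± 18.6 RPM were found in WT and 389.6 ± 11.0 in *rpa12Δ* (SD, n = 3 each). The log2 difference was 0.88, against 4.82 on the Pol I strand. It was 0.55 between T1 and T2, 0.04 over the 5S gene and 1.00 in IGS 2. Background reads on either strand are argued against as the cause of the rise on the Pol I strand. There, the log2 ratio of the Pol I strand to the opposite strand was higher by at least 2.59 in every *rpa12Δ* library than in any WT library, over 4 regions. The exact permutation test of this ratio gave p = 0.1 in each region, the smallest possible. What raised the opposite strand itself was not tested.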

How the results depend on the processing

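The settings thinned to one depth, the complete repeat for single 35S positions, the combined setting named below and the test of genes outside the rDNA with all its settings were chosen only after results had been seen.

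The count of changed 35S positions ranged from 2509 to 3710 over 21 alternatives, within 1.5 times the reported 3334. The numbers higher and lower moved more, from 2661 and 673 to 1647 and 1600 under median-of-ratios factors and to 1541 and 2169 with distinct intervals. The number lower was 1246 when the 20 highest positions were left out of the 35S sum and 1116 without the mature rRNA ends. All 10 named positions had the same direction and call under 21 alternatives. With distinct intervals their log2 differences were smaller, 0.82 to 1.42 for the rises and -0.53 to -0.37 for the falls.

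ETS1, ETS2, ITS1, ITS2, T1 to T2, IGS 1, the 5S gene and IGS 2 had the same direction and call under all 18 alternatives, and the changes across T1 and T2 under all 20. The 18S difference of 0.35 fell to 0.17 with all reads as the denominator, without the mature rRNA ends and under the combined setting (complete repeat alone past the 35S transcript, over the 35S sum without the mature ends), and none of these passed the threshold, while 0.17 without the 20 highest positions did. With distinct intervals it was -0.031, past the threshold in the opposite direction. The 25S difference of -0.18 passed the threshold under 6 of 18 alternatives, at -0.36 without the 20 highest positions and with all reads, -0.12 with distinct intervals, -0.19 in the complete repeat only, -0.18 after thinning and -0.24 under the combined setting. The cause was not tested for 18S or 25S.

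Upstream of the 5S gene, the difference of 0.28 became -1.18 in windows of 25 nt, not past the threshold, and was past it at 1.47 in windows of 100 nt and 2.79 with distinct intervals. The narrow window holds mainly the WT signal and the wide one adds sequence where *rpa12Δ* is higher. Leaving out single libraries gave 0.073 to 0.40, the latter past the threshold without *rpa12Δ* replicate 2. The change across the promoter-proximal Reb1 site, -3.97, had the same direction and call under 19 of 20 alternatives, -2.01 with a pseudocount of 0.1 RPM and -2.20 in windows of 100 nt among them, and was 0.73 with distinct intervals, not past the threshold. The cause was not tested. Windows of 25 and 100 nt gave 93 of 95 and 23 of 23 IGS windows changed, which follows from their number. Windows lower in *rpa12Δ* were 0 to 1 when single libraries were left out, with 1 without *rpa12Δ* replicate 1.

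Among WT replicates, Pearson's r on log2 values was 0.9893, 0.9896 and 0.9899 for pairs 1-2, 1-3 and 2-3. Spearman's rho over positions of at least 10 RPM was 0.989, 0.989 and 0.991.

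Genes outside the rDNA changed ranged from 531 to 1242 when single libraries were left out, and those higher from 82 to 166, both lowest without *rpa12Δ* replicate 2 and highest without *rpa12Δ* replicate 1. With all reads as the denominator 427 were higher, among 1237 genes tested.

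With the replicate number as a replicate block, 3253 positions, 46 windows and 1113 genes were called. The numbers do not pair the libraries, since deviations of same-numbered libraries correlated at 0.0972, -0.102 and -0.145.

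A mapping quality above 10 left 618, 606 and 434 rDNA reads in WT replicates 1 to 3. In *rpa12Δ* replicates 1 to 3 it left 21156, 21261 and 22402. Occupancy was not computed from them, because reads that fit both 35S copies score 0 and drop out of the 35S sum. Tests on a column of counts were not run, and neither were the settings for base enrichment and GC content, which need the genome sequence.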

Differences from the paper's values

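For the figure values below, the settings thinned to one depth and the combination of the complete repeat past the 35S transcript with the 35S sum without the mature rRNA ends were chosen only after the values had been seen, as were the position after T1 and the window around position 6409.

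At the highest *rpa12Δ* position of IGS 1 (chromosome XII, 460666), the paper's median occupancy is about 110 in Fig. 5B, read by eye, and the median here was 169.8 RPM. Of the alternatives set before the data were examined, all reads in the file as the denominator gave 110.2, within the paper's value. The others gave values more than 1.5 times the paper's, from 165 with distinct intervals to 227 without the 20 highest positions. At the highest position of IGS 2 (458656), the paper's median is about 73 in Fig. 5B, read by eye, and 115 RPM here. All reads as the denominator gave 72.5, and the other alternatives set beforehand gave 113 to 167. That same denominator moved other readings away from the paper's, such as the first moving-average window, 32.7 in WT and 88.1 in *rpa12Δ* against the paper's about 65 and about 180 in Fig. 4B, read by eye. The combination of the complete repeat alone past the 35S transcript with the 35S sum without the mature rRNA ends gave 105 and 70.8 in IGS 1 and IGS 2, and was chosen after seeing the values.

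The paper states that polymerases lacking A12.2 show no clustering next to either terminator. Here the highest *rpa12Δ* position within 10 nt after T1, at 460825, took 583 ± 114 RPM (SD, n = 3). The highest position of IGS 1, 7 nt past T2 at 460666, took 164 ± 15.7 RPM (SD, n = 3). At 460825 the paper's median is about 750 in its figure, read by eye, and the median here was 575 RPM. That peak is thus also in the paper's figure. Both positions are single maxima past the sites and do not measure a pause before them. From before to after T1, the log2 change averaged -2.44 in WT and 0.38 in *rpa12Δ*. Across T2 it averaged -0.63 and 0.83. The mean fall past each site in WT was absent in *rpa12Δ*, and the paper likewise reports no WT-like pause there.

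The paper states that the IGS has a single place where WT occupancy exceeds that of *rpa12Δ*, just before the 5S gene. Here the WT median was higher at 36 positions past T2, 13 of them in that place and 23 elsewhere. At those 23 the WT median reached at most 2.00 RPM, near the floor, and they were not tested singly. The 13 were selected for a higher WT median. The 50 nt before the gene were not called different, with a log2 difference of 0.28, and windows of 25 nt gave -1.18, also not past the threshold. Windows of 100 nt and distinct intervals gave 1.47 and 2.79, past the threshold with *rpa12Δ* higher.

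The paper states that the moving average is higher in the mutant at the 3′ end of the gene. In the last window here, which ends at T1, it was 608 in WT and 432 in *rpa12Δ*, and 129 and 120 without the mature rRNA ends. The paper's highest window at that end is about 310 in WT and about 340 in *rpa12Δ* in Fig. 4B, read by eye. In the window centred on position 6409 the average here had the same direction. It was 296 in WT and 385 in *rpa12Δ*, with an SD over replicates of 130 and 102 (n = 3 each). Without that single position it was 117 in WT and 108 in *rpa12Δ*, so the higher value in *rpa12Δ* rested on it.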

Other observations

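The test of shared read ends before the 5S gene, the search for other places that share the reads before the promoter-proximal Reb1 site and every test after thinning of the libraries were chosen only after the results had been seen.

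The WT signal before the 5S gene was found in all 3 WT libraries, with at least 20 distinct intervals in each, which argues against a single library or a PCR jackpot as its source. Yet in the 6 libraries 92.7 to 96.3% of its reads also shared their other end, at 459832. None of 4784 other windows of 9 nt with at least 100 reads, counted over the 6 libraries, reached the share of its library, and the library medians were 10.2 to 11.8%. A candidate explanation is that many of these reads come from RNA with a fixed 5′ end at that place, such as a processed or protected fragment, instead of from polymerases along a longer transcript. A halt of Pol I at the 5S gene, as the paper proposes, would not by itself fix the far end, but the 2 can occur together. Which RNA this is was not tested.

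The ETS1 rise of 1.50 in *rpa12Δ* was 1.32 without the mature rRNA ends, 1.50 after thinning to one depth and 0.46 with distinct intervals, and it stayed past the threshold each time. These values argue against mature rRNA ends in the 35S sum, sequencing depth and PCR duplication as the whole cause. How much of the rise comes from PCR copies stays open, since a position can hold only as many distinct intervals as there are read lengths. A slower or less processive polymerase at the 5′ end, as the paper proposes, is a hypothesis that was not tested further.

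Past T1, the smallest log2 difference over the 4 regions was 4.27 after thinning and 3.72 per read outside the rDNA, so neither depth nor a larger share of reads outside the rDNA accounts for the rise. Those shares were 26.2% in WT and 34.1% in *rpa12Δ*, a difference of 7.83 points (exact permutation test, p = 0.1, the smallest possible). Reads that also fit a place outside the rDNA would leave there the same profile of read ends as the cluster before the promoter-proximal Reb1 site. The closest window of 50 nt outside the rDNA shared at most 46.8% of the ends in a library and lay on a different chromosome in each *rpa12Δ* library, while the further copy of IGS 2 shared at least 87.1%. This argues against such reads as the source of the whole cluster, but not of single positions in it. With distinct intervals, the change across the site differed between strains by 0.73 in the opposite direction, not past the threshold, and saturation was not tested as the reason. The WT side of this difference rests on few read ends, 1.70 ± 1.15 RPM before the site and 0.107 ± 0.186 after it (SD, n = 3 each). Its reversal therefore cannot be assigned to the mutant cluster.

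For the 35S positions and for the IGS windows, 1 of 10 splits of the libraries, the real grouping, called as many, and with 10 splits this count cannot exclude chance for either.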
